A study of Mus musculus with 28 samples.

How the data were processed

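The series holds 28 libraries from mouse cell lines in 14 groups of 2 replicates. A pooled CRISPR knockout screen in Cas9-expressing J774 macrophages was read as guide counts from genomic DNA. Cells that bound iron oxide nanoparticles (IONP) and cells that did not were collected for 3 cargoes, namely circular RNA (circRNA), linear mRNA and no RNA, which gave 12 libraries. RNA-seq of total RNA depleted of ribosomal RNA, 24 hours after treatment, covered the RAW264 macrophage line and the MutuDC dendritic cell line, each untreated, given naked circRNA in the medium (uptake) or transfected with circRNA. The J774 line was given either a circRNA or circSTOP, a circRNA that cannot be translated. This made 16 RNA libraries. The labels do not say whether replicates are separate cultures, so they may be technical.

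The deposited guide files are counts, another unit than the RNA files. Every value is a whole number of at least 1, so a guide that is not listed in a library was taken as 0. How guides were counted is not given in the sources used here. The deposited RNA files hold Salmon estimated counts (expected counts) per transcript, with transcript lengths as the other columns, per the file headers. Per the labels, Salmon 1.4.0, DESeq2 1.32.0, R 4.1.1 and the mm10 genome build were used. Estimated counts were rounded to whole numbers. The files do not pair the 116758 transcripts with genes, so RNA-seq was tested per transcript. Sums per gene, gene names and gene lists were not analysed here for RNA-seq.

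The guide library held 241559 guides. Of these, 226641 targeted 22906 genes, 7461 were non-targeting and 7457 targeted safe sites. In 22160 of the targeted genes the identifier was in the reference name table. There were 16252 guides whose counts equalled those of another guide in all 12 libraries, with a summed count of at least 40. Genes keep the symbols and Ensembl identifiers of the guide names.

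Guides were tested with edgeR 4.0.16 (quasi-likelihood F test, robust, TMM scaling) among those with a summed count of at least 40 over the 4 libraries of a screen. For genes, a guide value was the mean log2 CPM (guide counts scaled to the library total) of the bound libraries minus that of the unbound libraries, with a prior count of 2. The effect of a gene was the mean over its guides, at least 4, relative to the mean of the control guides. It was compared with 2000000 random draws of as many control guides (permutation test, two-sided). Where fewer than 500 control guides passed the minimum, all guides served. The smallest p that the draws can give is 5e-07. Guides, not cultures, are the sampling unit of this test, so its p-values do not cover variation between cultures. For a difference between screens, the guide value was the difference of the log2 ratios. Benjamini-Hochberg adjusted p-values under 0.05 were called past the threshold throughout.

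Of 39 gene lists, those with at least 5 tested genes were compared with 100000 random gene sets of the same size on their mean effect, where the smallest possible p is 1e-05. Members were also adjusted over the list alone. The genes named for a screen were the 8 with the largest effect in each direction among those past the threshold with one sign in both same-numbered library pairs, or else the 5 with the smallest p. Up to 3 members per list were named, and Ncl, Msr1, Cltc, Dnm2, Rac1 and Itgb2 always. Some genes that meet this rule are not reported here. For transcripts, up to 2 identifiers per direction were named among those with a mean log2 CPM of at least 3 and separated groups.

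Transcripts were tested with the same edgeR test after filterByExpr, within each cell line, and over 12 libraries for the difference between RAW264 and MutuDC. Alternatives were other scaling, other count minimums, other prior counts, medians, all guides as background, a replicate block, DESeq2 1.42.0, 1 fit over all 16 RNA libraries, edgeR camera with limma 3.58.1, and leaving out each library. These comparisons, tests, lists and naming rules were fixed before the data were examined, except for the unit of RNA-seq. Sums per gene, gene lists and a rule for named genes had been planned there, and testing and naming transcripts took their place once the data were seen to pair no transcript with a gene. Alternatives added after seeing the data were guide values divided by the SD of control guides of like abundance in 10 abundance bins (standardised), edgeR on guide counts summed per gene, leaving out guides with equal counts, a count minimum of 4, camera with an estimated correlation, transcripts with a mean count of at least 100, and transcripts with whole counts (within 0.0005).

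The tests were checked on simulated counts with the depths of these libraries. In the circRNA screen, 100% of genes changed 1.5-fold were called, with 9 unchanged genes called as well. All guides of a changed gene were given the same fold there, and counts were drawn independently with 1 fixed dispersion. Guides of a real gene can differ in effect, so the 100% may overstate the power. A gene that did not pass is thus not shown to be unchanged. In the mRNA and IONP-only screens, 0% of genes changed 2-fold were called. For single guides changed 4-fold, 98% were called in the circRNA screen and 2% in the mRNA screen, where 26 unchanged guides were called with TMM scaling and 0 with total count scaling. In RNA-seq, 3.5% to 7.5% of transcripts changed 2-fold and 37.4% to 45.7% of those changed 8-fold were called. Intervals on counts are exact 95% Poisson intervals, and they cover counting error only, since reads are not independent molecules. Calculations used R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.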

Results

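The screen libraries differed in depth by cargo. The circRNA screen had 87137862 and 77475140 guide counts in its bound libraries and 91737615 and 80840862 in its unbound libraries. The mRNA screen had 3036366 and 1559361 counts in bound cells but 18158 and 28112 in unbound cells. The IONP-only screen had 12825 and 1183283 counts in bound cells and 2478093 and 1799689 in unbound cells. RNA-seq libraries held from 1526948 estimated counts (RAW264 uptake replicate 2) to 4649382 (J774 circRNA uptake replicate 2). Each group had 2 replicates.

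**Figure D1:**
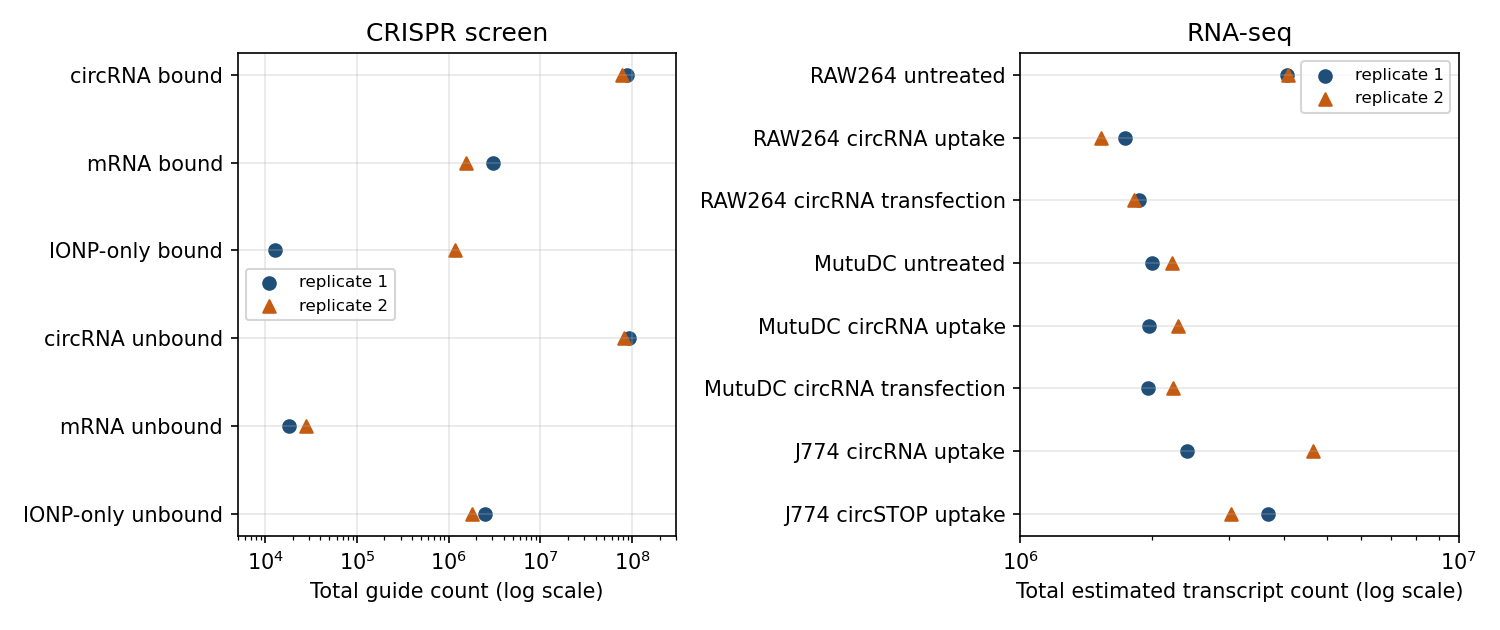
Total counts per library on a log scale, by group, with 1 point per replicate, for the CRISPR screen (left) and RNA-seq (right). The mRNA unbound libraries and IONP-only bound replicate 1 lie between 12825 and 28112 guide counts, while the 4 circRNA libraries lie between 77475140 and 91737615.

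The circRNA screen asked which gene knockouts alter the binding of circRNA-carrying nanoparticles by J774 macrophages, a mouse macrophage line. Guides against Msr1 (ENSMUSG00000025044), the class A macrophage scavenger receptor, were depleted from bound cells. They held 43.1 and 36.4 CPM (guide counts scaled to the library total) in the bound libraries and 66.6 and 65.0 in the unbound libraries. The mean guide log2 ratio of Msr1 relative to control guides was -0.78 ± 0.19 (SE over guides, n = 10 guides), with 9 guides below the control mean (permutation p = 5e-07, the smallest the draws can give; adjusted p = 0.00428). Guides against Plod3 (ENSMUSG00000004846), which hydroxylates and glycosylates collagen lysines, had a log2 ratio of -0.56 ± 0.26 with 7 of 10 guides below the control mean (adjusted p = 0.0283). Guides against P4hb (ENSMUSG00000025130), protein disulfide isomerase and a subunit of collagen prolyl 4-hydroxylase, had -0.61 ± 0.15 with 9 of 10 below (adjusted p = 0.0208). In the opposite direction, guides against Fermt3 (ENSMUSG00000024965), the integrin activator kindlin-3 of blood cells, were enriched in bound cells. Fermt3 guides held 30.04 and 29.6 CPM in bound libraries and 18.8 and 17.6 in unbound libraries, a log2 ratio of 0.73 ± 0.12 (n = 9 guides, adjusted p = 0.00428).

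Over 22843 genes tested, 33 passed the threshold, 23 with guides depleted from bound cells and 10 with guides enriched. The split was 23 depleted and 37 enriched with counts summed per gene, 40 and 41 with standardised values, and 21 and 31 with camera at a preset correlation. Besides Msr1, the most depleted genes included Spi1 (-0.78), which encodes the macrophage transcription factor PU.1, Lamtor2 (-0.69), a subunit of the Ragulator complex on lysosomes, the ribosomal protein gene Rpl11 (-0.72), the splicing factor gene Srsf3 (-0.67) and the histone gene Hist1h2ad (-0.87). The uncharacterised loci Gm10720 (-0.76) and A530032D15Rik (-0.72) were also among the 8. Besides Fermt3, the enriched genes included Sgpl1 (0.59), sphingosine-1-phosphate lyase, Kpnb1 (0.61), importin beta, Terf2 (0.63), a telomere-binding protein, Cdca8 (0.64), a chromosomal passenger protein, Mup7 (0.61), a major urinary protein, Gm21738 (0.73) and Gm10718 (0.78). All guides of Hist1h2ad (8), Mup7 (9) and Gm10718 (6), and most of those of Rpl11 (6 of 9), Gm21738 (6 of 8) and Gm10720 (5 of 6), had counts equal to those of another guide in every library, so that near-identical genes cannot be told apart there. Without such guides 21 genes passed. Without unbound replicate 1 the value of Gm10720 was 0.47, and without unbound replicate 2 that of Gm10718 was -0.0075. Ncl (0.06), Rac1 (0.03), Dnm2 (0.10) and Cltc (0.18) were not past the threshold, nor was Itgb2 (0.48 ± 0.11, adjusted p = 0.0746).

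Of the 33 genes, 9 also passed with standardised guide values and with guide counts summed per gene, in the same direction. They were Msr1, Plod3, P4hb, Lamtor2, Fermt3, Sgpl1, the core 1 O-glycan galactosyltransferase C1galt1 (-0.60 ± 0.19), the nonmuscle myosin heavy chain Myh9 (-0.53 ± 0.088) and the myosin light chain Myl6 (-0.55 ± 0.13). Plod3, P4hb, C1galt1, Myh9 and Myl6 were named after their values were seen. All 9 kept their sign when any 1 of the 4 libraries was left out, but Msr1 and P4hb passed the threshold in 2 of these 4 settings and the other 7 genes in 1, without bound replicate 1. Camera with an estimated correlation called 0 genes, with 26 of 22843 at an unadjusted p under 0.05. That is fewer than this threshold gives among unchanged genes, so the test was too conservative to weigh on the 33 calls. The count of 33 became 52 without bound replicate 1, 6 without bound replicate 2, 6 without unbound replicate 2 and 0 without unbound replicate 1, where 1896 genes had an unadjusted p under 0.05. Among the planned settings that kept all libraries the count ranged from 11 with all guides as background to 136 with the median over guides. Msr1 passed the threshold without bound replicate 1 (-0.96, adjusted p = 0.00286) and without unbound replicate 2 (-0.81, adjusted p = 0.0143), and missed it without bound replicate 2 (-0.61, adjusted p = 0.135) and without unbound replicate 1 (-0.75, adjusted p = 0.112).

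**Figure D2:**
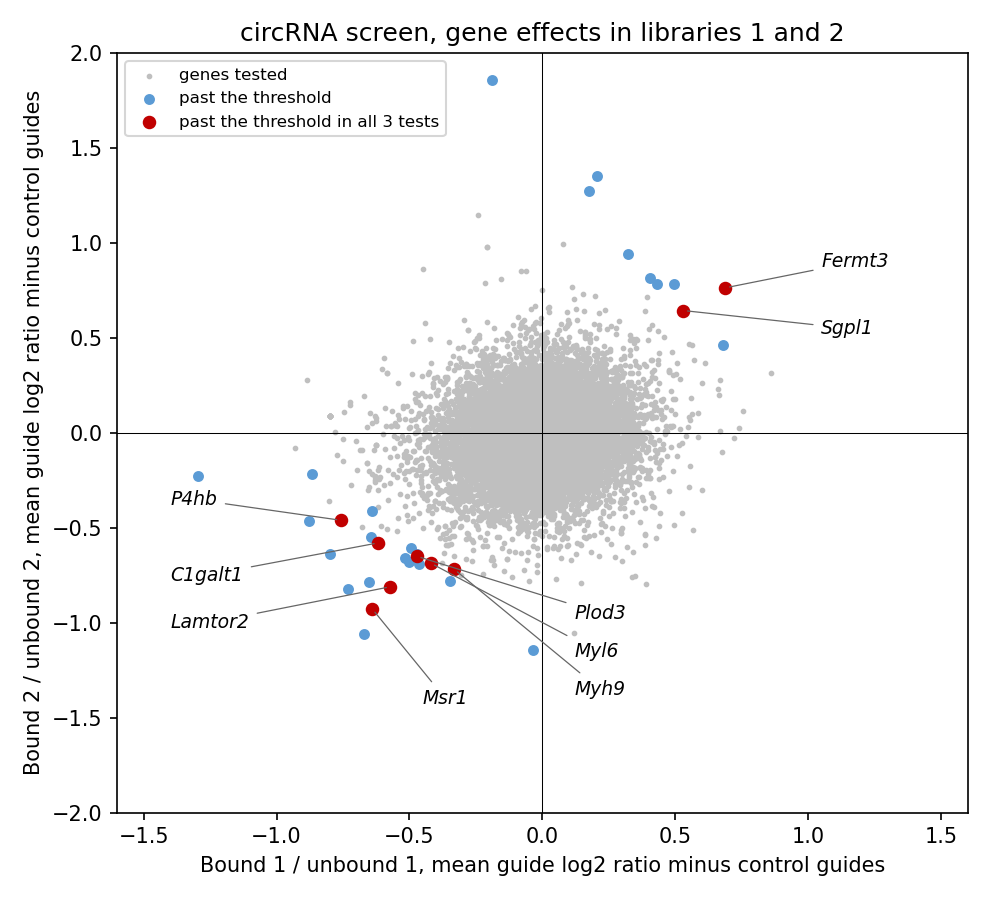
Mean guide log2 ratio of bound to unbound cells, relative to control guides, for each gene in the libraries numbered 1 (horizontal) and 2 (vertical) of the circRNA screen. Blue points are genes past the threshold, and red points are the 9 genes past it in all 3 tests, such as Msr1 (-0.64 and -0.93) and Fermt3 (0.69 and 0.76).

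At the level of single guides in the circRNA screen, 13 guides fell and 6 rose in bound cells among 238013 tested (edgeR). The guides that fell included 5 against Msr1, 3 against Plod3 (log2 ratio -1.80 to -1.33) and 2 against P4hb. The others were 1 guide each against Pcyt2, an enzyme of phosphatidylethanolamine synthesis, the actomyosin kinase gene Rock1 and the ubiquitin-conjugating enzyme gene Ube2h. The guides that rose targeted Cyld (1.67), a deubiquitinase of NF-kB signalling, Ap2s1 (1.19), a subunit of the clathrin adaptor AP-2, Ube2m (1.18), the NEDD8-conjugating enzyme, Irf9 (0.89), a factor of interferon signalling, and Adrbk1 (0.93 and 0.72), a G protein-coupled receptor kinase. Without bound replicate 1, 12 guides fell and 0 rose (edgeR, 11705 at an unadjusted p under 0.05). Without unbound replicate 1, 84 fell and 178 rose, without unbound replicate 2, 17 fell and 31 rose, and DESeq2 called 15 in each direction.

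Among the gene lists in the circRNA screen, guides against GPI anchor synthesis genes were higher in bound cells as a group, with a mean log2 ratio of 0.11 over 26 genes against -0.02 for all genes (permutation p = 1e-05, the smallest possible; adjusted p = 0.00038). None of its members passed over all genes (0 of 26), and 4 passed adjusted over the list alone, among them Pign (0.38), Gpaa1 (0.31) and Pigh (0.30). Scavenger and pattern-binding surface receptors were lower as a group (mean -0.09 over 27 genes, adjusted p = 0.0284). In that list Msr1 passed over all genes, and Msr1 and Clec4d (-0.34) passed adjusted over the list alone. Translation initiation genes were also lower as a group (mean -0.09 over 23 genes, adjusted p = 0.0284), with 0 members past the threshold over all genes and 4 adjusted over the list alone, including Pabpc1 (-0.44), Eif2b4 (-0.43) and Eif2b5 (-0.34). Inflammatory cytokine and NF-kB target genes were higher (mean 0.05 over 36 genes, adjusted p = 0.0192), with 0 members past the threshold over all genes or adjusted over the list alone. By the median over genes, GPI anchor synthesis passed (adjusted p = 0.00114) and the other 3 lists did not (lowest adjusted p = 0.0678).

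The remaining 34 lists did not pass, the lowest adjusted p being 0.199. Fc and complement receptors and integrins had a mean of 0.03 (adjusted p = 0.199), with 1 member past the threshold, Fermt3. Adjusted over the list alone, 5 of these members were enriched, including Itgb2 and the integrin-linked talin gene Tln1 (0.40), and 3 were depleted. Clathrin, dynamin and caveolar endocytosis had a mean of 0.02 (adjusted p = 0.216), with 1 member, Ap2s1 (0.51), enriched when adjusted over the list alone. Actin, macropinocytosis and phagocytosis genes averaged -0.02 (adjusted p = 0.93). In that list 3 members were depleted, including Rhoa (-0.44) and Pak2 (-0.38), and 2 were enriched, including Arpc4 (0.38), adjusted over the list alone. Heparan sulfate and glycosaminoglycan synthesis (mean -0.02, adjusted p = 0.93), nucleolin and surface-reported RNA-binding proteins (mean -0.01, adjusted p = 0.93), cytosolic RNA sensing (mean 0.02, adjusted p = 0.422) and the endosomal Toll-like receptor pathway (mean -0.06, adjusted p = 0.224) had 0 members past the threshold over all genes, and Hnrnpc (0.41), of the nucleolin list, was enriched adjusted over the list alone.

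The IONP-only screen asked which knockouts alter binding of the nanoparticle without RNA. Acadm, a mitochondrial fatty acid dehydrogenase gene, had guides enriched in bound cells with a log2 ratio of 2.61 ± 0.22 (n = 4 guides, adjusted p = 0.0455), 5.20 in the first library pair and 0.02 in the second, and -0.13 without IONP-only bound replicate 1. The T cell receptor segments Trav12n-3 and Trav12d-3, with equal values, also passed (2.84 ± 0.28, adjusted p = 0.010), with 6.06 in the first pair and -0.39 in the second. These 3 genes were the calls among 2007 with at least 4 guides past the count minimum, and 0 passed without IONP-only bound replicate 1, where 126 had an unadjusted p under 0.05, 1 without bound replicate 2 and 1 without unbound replicate 1. Without these libraries and unbound replicate 2 in turn, 1978, 402, 22 and 93 genes could be tested. At this count minimum Trav12n-3 and Trav12d-3 were testable in none of the 4 settings and Acadm only in the first. Their calls thus went unchecked in the others, where other genes were called. These were Gm7367 in each and also Taar8b (2.08) without unbound replicate 2. Among single guides, edgeR called 0 of 31555, with 297 at an unadjusted p under 0.05, against 0 by DESeq2 and 6 (5 higher and 1 lower) with total count scaling. In counts simulated at this depth, 9 unchanged guides were called with total count scaling and 0 with TMM scaling. Of guides changed 4-fold, 34% and 0% were called. Msr1, Ncl, Cltc, Dnm2, Rac1 and Itgb2 had fewer than 4 guides past the minimum. The 3 lists that could be tested, integrated stress response (mean -0.46, adjusted p = 0.155), MHC class I presentation (mean 0.22, adjusted p = 0.406) and glycolysis and hypoxia (mean 0.18, adjusted p = 0.406), did not pass. Summed over guides, Msr1 held 65.1 CPM (95% interval 51.4 to 81.3) in IONP-only bound replicate 2, and 27.4 (21.3 to 34.8) and 41.1 (32.3 to 51.6) in the unbound libraries. In bound replicate 1 it held 0 of 12825 counts, which allows up to 234 CPM by a floor of 3 counts, and 288 CPM by the exact 95% interval. In counts simulated at the depth of this screen, the gene test called 0% of genes changed 2-fold.

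The difference between the circRNA and IONP-only screens addresses which knockouts act through the RNA cargo. At the planned count minimum, 2007 genes could be compared, and 2 passed the threshold, Trav12n-3 and Trav12d-3 (log2 difference -2.83 ± 0.21). Their library pairs had opposite signs, -5.96 in the first and 0.29 in the second. Acadm (-2.58, adjusted p = 0.0595), the T cell receptor constant gene Tcrg-C1 (-2.39) and B230322F03Rik (-2.08) did not pass. Nor did Ighv1-14 (1.22), Gm21914 (1.14), Gm21801 (1.14), Ighv11-1 (1.04) and Gm21821 (0.97), the genes with the smallest p in the other direction. Msr1 could not be tested at this minimum. With a count minimum of 4 and without IONP-only bound replicate 1, an alternative chosen after seeing the data, Msr1 was the only gene of 22777 past the threshold, with a log2 difference of -1.42 ± 0.30 and 10 of 10 guides below the control mean (permutation p = 5e-07, adjusted p = 0.0114). In that setting Plod3 (-1.14, adjusted p = 0.137) and P4hb (-1.01, adjusted p = 0.26) missed the threshold. With counts summed per gene over all libraries, also chosen after seeing the data, edgeR called 10 genes, all lower in the circRNA screen, among them Msr1 (-1.66, adjusted p = 3.38e-06), P4hb (-1.32, adjusted p = 9.69e-05) and Plod3 (-1.24, adjusted p = 2.83e-07). The other 7, Cpsf7 (-1.13, adjusted p = 3.4e-23), Mpzl1, Ighv5-15, Olfr1025-ps1, Mtss1l, Tbc1d8b and Dynlrb1, each had a single guide or pair of guides among the 31 called in the mRNA screen. For Msr1, P4hb and Plod3 together, IONP-only bound replicate 1 held 4 counts and replicate 2 held 322. The IONP-only bound side of their differences thus rests in effect on replicate 2. With the count minimum of 4 and every library kept, 0 genes passed (permutation test), with 1500 at an unadjusted p under 0.05. Without IONP-only bound replicate 1 and at the count minimum of 4, the difference of Trav12n-3 and Trav12d-3 turned from negative to positive. At the planned minimum these genes could not be tested without any one of the 4 IONP-only libraries. The 1 call was then Plod3 (-1.39 ± 0.42, n = 7 guides, permutation test, adjusted p = 0.000989) of 1978 genes without bound replicate 1, and Gm7367 of 402, 22 and 93 genes without bound replicate 2, unbound replicate 1 and unbound replicate 2, genes named after their values were seen. The count was 3 without circRNA bound replicate 2 or unbound replicate 1, with Acadm added.

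**Figure D3:**
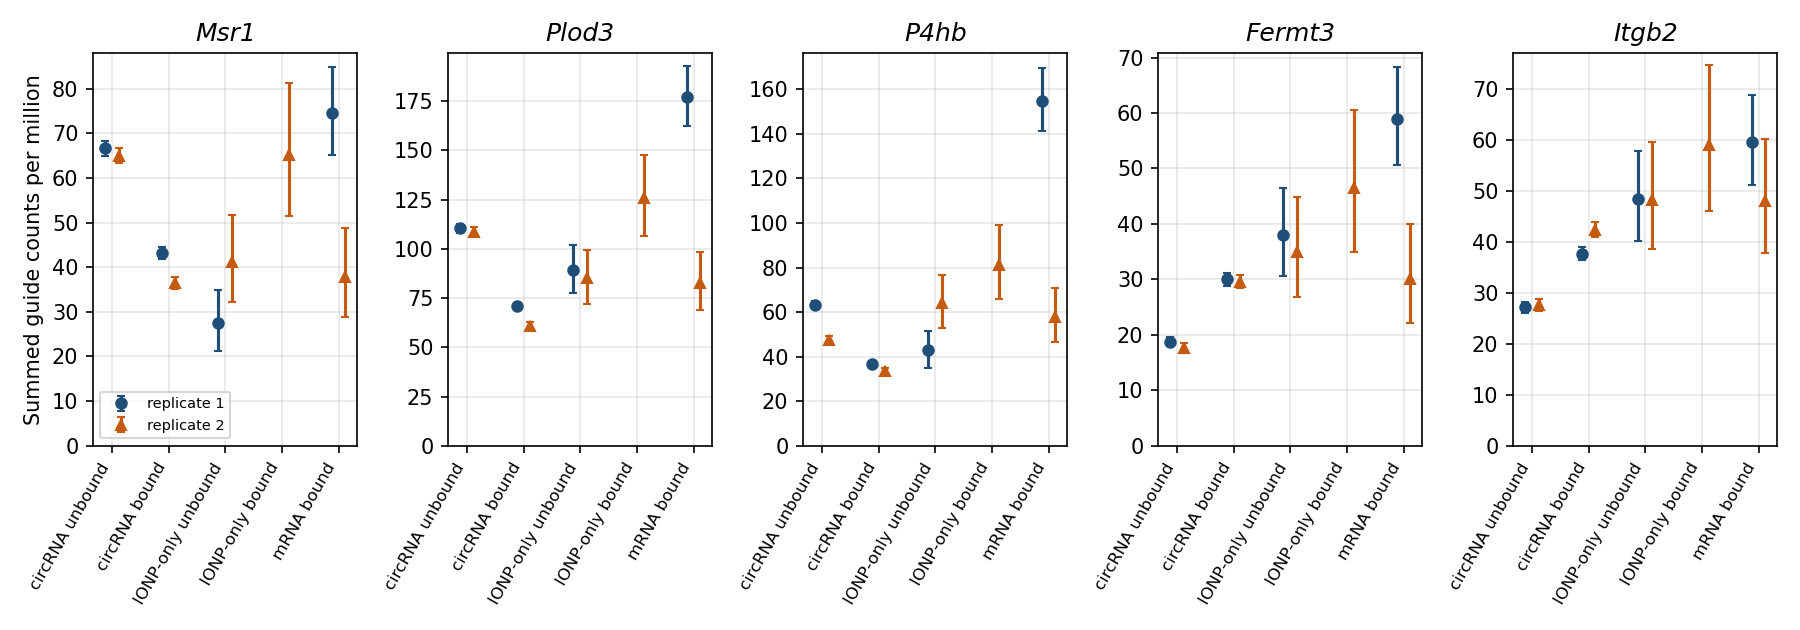
Guide CPM, summed over the guides of Msr1, Plod3, P4hb, Fermt3 and Itgb2, in each library (points, 1 per replicate) with exact 95% Poisson intervals (bars). IONP-only bound replicate 1 and the mRNA unbound libraries, with at most 28112 counts, are not drawn. Msr1 lies at 43.1 and 36.4 in circRNA bound cells, below 66.6 and 65.0 in circRNA unbound cells, and at 65.1 in IONP-only bound replicate 2.

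The mRNA screen asked the same of nanoparticles carrying linear mRNA. Among 324 genes with enough guides, Spin2f, a spindlin family gene, passed with guides depleted from bound cells (-3.93 ± 0.029, n = 4 guides, permutation test, adjusted p = 0.00081). Of the tested guides, 81.3% and 71.0% had no count in the mRNA unbound libraries, so such a value can rest on few counts per guide. The SE of Spin2f is small against the SD of control guides in this screen (1.47), so its 4 guides may not be independent. At the level of single guides, 31 guides rose and 0 fell in bound cells. The most abundant targeted Mpzl1, a surface glycoprotein gene, at 2.70% and 4.01% of the counts of the bound libraries. The same guide was the most abundant in the mRNA unbound libraries (0.633% and 0.662%) and in the IONP-only libraries (0.172% and 0.151% bound, 0.088% and 0.070% unbound). In the mRNA screen, others targeted Cpsf7, a pre-mRNA cleavage factor gene, and Dynlrb1, a dynein light chain gene. Control guides made up 5 of the 31. With all libraries 13350 guides could be tested, against 120 without mRNA bound replicate 1 and 2768 without bound replicate 2. Without unbound replicates 1 and 2 in turn, 13154 and 13045 could be tested. With total count scaling 9 guides passed (in counts simulated at this depth, 26 unchanged guides were called with TMM scaling and 0 with total count scaling), DESeq2 called 33, and leaving out mRNA bound replicate 1 left 5, while leaving out bound replicate 2, unbound replicate 1 or unbound replicate 2 left 0. Without unbound replicate 2, Spin2f (-4.20, adjusted p = 0.126) was not called and the gene count was 0 (permutation test), with 25 genes at an unadjusted p under 0.05. Without bound replicate 2, 17 genes could be tested, Spin2f not among them. In the circRNA screen relative to the mRNA screen, the 1 gene past the threshold was again Spin2f (3.73 ± 0.033, permutation test, adjusted p = 0.00162). This difference uses the same mRNA libraries, so the limits given above for Spin2f hold for it too. P4hb, named after its value was seen, had -1.91 ± 0.22 (permutation test, adjusted p = 0.182). Without mRNA unbound replicate 1 or unbound replicate 2, Spin2f was no longer called, although its difference was 4.09 and 3.99. Without mRNA bound replicate 2, Spin2f was not among the 17 testable genes, of which Plod3 had -1.91 and P4hb -2.66.

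Comparing bound cells of the circRNA screen with bound cells of the mRNA screen, the mean log2 ratio over genes was positive for lists of required genes. On mean abundance the difference was small or absent. Ribosomal protein guides stood at 0.332 and 0.324 of control guides in circRNA bound libraries and at 0.279 and 0.282 in mRNA bound libraries, and proteasome guides at 0.421 and 0.402 against 0.412 and 0.399. Cytosolic ribosomal protein genes had a mean log2 ratio of 0.86 over 37 genes, against 0.09 for all genes (adjusted p = 0.00038), with 8 members higher over all genes and 8 adjusted over the list alone. Cell cycle genes averaged 0.61 (29 genes, adjusted p = 0.00342), with 8 members higher and 1 lower over all genes, and 9 higher and 1 lower adjusted over the list alone. Proteasome genes averaged 0.47 (31 genes, adjusted p = 0.0414), with 4 members higher over all genes and 6 adjusted over the list alone. Of 22833 genes, 1970 were higher and 121 lower in circRNA bound cells, and most of the lower calls were lost without mRNA bound replicate 1. The largest positive ratios included those of Gm17402 (4.54), Slc7a6os (3.33), Gm7536 (3.26), the signalling adaptor gene Gab2 (3.13), Gpn2 (3.12), Gm3015 (3.12) and 2700062C07Rik (3.08). The largest negative ratios were those of Pomgnt1 (-2.02), an enzyme of O-mannose glycans, the lipid phosphatase gene Mtmr2 (-1.95), the uroplakin gene Upk1a (-1.82), Cpsf7 (-1.79), Tbc1d8b (-1.72), Itgb3bp (-1.72), Rnf182 (-1.67) and the channel gene Cnga1 (-1.66). P4hb, named after its value was seen, was lower (-1.61 ± 0.21, adjusted p = 0.0105). Msr1 (-0.35, adjusted p = 0.651), Itgb2 (-0.32), Rac1 (-0.57), Ncl (0.29), Dnm2 (0.49) and Cltc (0.74) were not past the threshold. The total of 2091 became 548 without mRNA bound replicate 1, and depth differed between these cargoes in every library, so that it and the cargo cannot be separated.

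In RAW264 macrophages, RNA-seq asked how cells respond to naked circRNA in the medium and to transfected circRNA. No transcript passed the edgeR threshold for uptake against untreated cells (0 of 17668, with 1025 at an unadjusted p under 0.05 and 358 called by DESeq2). For transfection against untreated cells the count was 0 (645 at an unadjusted p under 0.05 with edgeR, 174 called by DESeq2), and for transfection against uptake it was 0 (1721 and 667). The biological coefficient of variation was 0.671, and the untreated libraries (4053724 and 4072998 counts) were deeper than the treated ones (1526948 to 1867135). With no filter on low counts, edgeR called 54, 17 and 54 transcripts in these comparisons.

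In MutuDC dendritic cells, transfection changed 46 transcripts against untreated cells (edgeR), 33 higher and 13 lower. DESeq2 called 562 higher and 506 lower, and edgeR without a filter on low counts 268 and 235. Among those higher, ENSMUST00000028881.14 had 231 counts over the transfected libraries and 4 over the untreated libraries, a log2 fold change of 5.73 (adjusted p = 0.0317). ENSMUST00000025906.12 had 221 counts and 0, at least 74.3-fold higher against a floor of 3 counts over the group. Among those lower, ENSMUST00000078061.13 had 0 counts against 300, at least 99.1-fold lower, and ENSMUST00000169241.8 had 0 against 285. In 7 of the 46 a group held no counts. These are estimated counts, and 84.0% to 85.4% of the nonzero values in the untreated and transfected libraries were not whole numbers. A value of 0 may thus reflect how reads were divided among transcripts, and the fold bounds hold for the estimates only. Leaving out any 1 of the 4 libraries (untreated replicate 1 or 2, transfection replicate 1 or 2) left 0 transcripts past the threshold.

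For uptake of naked circRNA by MutuDC cells, 0 transcripts passed the threshold against untreated cells with edgeR, with 1482 at an unadjusted p under 0.05 and 445 called by DESeq2. Transfection against uptake likewise gave 0 (1990 at an unadjusted p under 0.05 with edgeR, 680 called by DESeq2). With no filter on low counts, edgeR called 177 and 289 transcripts. Of the 46 transcripts called for transfection, 41 had the same sign with uptake. Those higher with transfection had a median log2 fold change of 0.98 with uptake against 1.75 with transfection. Those lower had -0.14 against -1.28. Both comparisons use the same untreated libraries, which favours equal signs. The count of 0 thus does not show that uptake had no effect.

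The response differed between the lines for 130 transcripts under transfection, tested as the difference of the log2 fold changes (edgeR, adjusted p under 0.05), and for 67 under uptake. For transfection, the difference was positive (MutuDC minus RAW264) for 104 transcripts and negative for 26, but for 41 and 33 without MutuDC transfection replicate 1 and for 54 and 47 without replicate 2. For uptake, the difference was positive for 54 and negative for 13, but for 32 and 24 without MutuDC uptake replicate 1 and for 34 and 42 without replicate 2. The transfection count was 77 without RAW264 untreated replicate 1 and 52 without RAW264 untreated replicate 2. The uptake count was 42 and 39 without RAW264 untreated replicates 1 and 2, and 127 and 137 without RAW264 uptake replicates 1 and 2. A group held no counts for 53 of the 130 and 33 of the 67. Here too, an estimated count of 0 may reflect how reads were divided among transcripts. The untreated RAW264 libraries held 4053724 and 4072998 counts and the treated ones 1526948 to 1867135, while the MutuDC libraries held 1956276 to 2295195, so that between these lines depth moved with treatment in RAW264 only.

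In J774 macrophages, the comparison of circSTOP with translatable circRNA asked whether translation of the RNA alters the response. No transcript passed (0 with edgeR, 537 at an unadjusted p under 0.05, 266 called by DESeq2, 787 with edgeR and no filter on low counts). J774 circRNA uptake replicate 1 stood apart from the other J774 libraries, with a correlation of log values across transcripts, which are not independent replicates, of 0.684 to 0.694 against 0.775 to 0.816 among the other 3, and 13.4% of its counts in a single transcript. Without it the count was again 0 with edgeR.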

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

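The tests of the guides of Msr1, Plod3 and P4hb one by one, of the nanoparticle alone and of the scaling factors were chosen only after the result was seen. The response to transfection differed between MutuDC and RAW264 cells for 130 transcripts, and the response to uptake for 67, each by a test of the difference itself. Between the circRNA and IONP-only screens 2 genes differed by such a test, Trav12n-3 and Trav12d-3, and between the circRNA and mRNA screens 1 gene, Spin2f. In the mRNA unbound libraries, 81.3% and 71.0% of the tested guides had no count, so the Spin2f value can rest on few counts per guide. The difference of Trav12n-3 and Trav12d-3 was -5.96 in the library pair with IONP-only bound replicate 1 (12825 counts) and 0.29 in the other. Without that library, at a count minimum of 4, it turned positive. No explanation was tested for these differences.

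Of the 33 genes called in the circRNA screen, some sit on guides with few counts, where control guides scatter most (SD of the log2 ratio 0.634 in the lowest of 10 abundance bins against 0.135 in the highest). When guide values were divided by the SD of control guides of like abundance, 39.4% of the called genes passed in the same direction, which is consistent with noise at low abundance behind many of the other 20. The 13 that passed were Msr1, Plod3, P4hb, Lamtor2, Myh9, Myl6, C1galt1, Fermt3, Sgpl1, Hist1h2ad, Spi1, Rpl11 and Rapgef2. Their mean summed guide counts ran from 321 (Hist1h2ad) to 2981 (Plod3). Those of the other 20 ran from 51 (Gm10800) to 1527 (Igkv4-54). These ranges overlap, so abundance alone does not separate the genes that passed from those lost.

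The depletion of guides against Msr1, Plod3 and P4hb from bound cells of the circRNA screen leads to the hypothesis that binding runs through the scavenger receptor and that the enzymes may act on its collagen-like stalk. Measuring the receptor on cells without Plod3 or P4hb would bear on it and was not done here. An effect of a few guides apart from the gene stays open for Plod3, with 7 of 10 guides below the control mean, and is less able to account for Msr1 and P4hb, with 9 of 10 each. Binding of the bare particle stays open because IONP-only bound replicate 1 held 4 counts for the 3 genes, although in replicate 2 their summed guides had a log2 ratio of 0.66 (95% interval 0.47 to 0.85), opposite in sign to the circRNA screen. A general need for collagen modification was neither shown nor excluded, since 15 other genes of that process had a mean effect of 0.01 against -0.02 for all genes (permutation p = 0.397).

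The rise of single guides in bound cells of the mRNA screen may have a source that was not tested. The sources examined were the targeted genes and the scaling of shallow libraries. Other guides against the same genes had a median log2 ratio of -0.11 relative to control guides (194 guides of 24 genes), within the range of random guide sets (-0.22 to 0.06), against a median of 0.995 on the same scale for the called guides of these genes (-0.06 to 5.43). This does not exclude the targeted genes, since 76.8% of the other guides had no count in the unbound libraries, but 5 of the 31 called guides were control guides. With total count scaling 29.0% of the called guides passed. The Mpzl1 guide held 2.70% and 4.01% of all counts in the mRNA bound libraries against 0.633% and 0.662% in the unbound ones. These shares use no scaling factor. The same guide was the most abundant in the IONP-only libraries too, but not in the circRNA libraries. The scaling factors were 3.29 and 2.02 in unbound libraries where 81.3% and 71.0% of the tested guides had no count. In counts simulated at this depth 26 unchanged guides were called with TMM scaling and 0 with total count scaling. Of guides changed 4-fold, 2% and 0% were called, so that the fall in calls cannot tell scaling from lost sensitivity. DESeq2 called 33 guides, including all 31, but its size factors, set by the 784 guides with a count in all 4 libraries, stood at 3.31 and 2.02 relative to the library totals, close to those of TMM.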

How the results depend on the processing

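The alternatives with summed gene counts, standardised guide values, equal-count guides left out, a count minimum of 4, camera with an estimated correlation, a mean count of at least 100 and whole counts were chosen only after the data were seen. Of 197 alternative counts, 96 stayed within 1.5 times the reported count, and the cause of the other changes was not tested. For RNA-seq, in the order RAW264 uptake, transfection and transfection against uptake, MutuDC uptake, transfection and transfection against uptake, and J774, no filter gave 54, 17, 54, 177, 503, 289 and 787, DESeq2 gave 358, 174, 667, 445, 1068, 680 and 266, and the fit over all 16 libraries gave 15, 4, 12, 44, 100, 34 and 5. Transcripts with a mean count of at least 100 gave 4 for RAW264 uptake, 7 for RAW264 transfection against uptake, 74, 484 and 215 for MutuDC, and whole counts gave 1 for RAW264 uptake, 1 for RAW264 transfection against uptake and 16 for MutuDC transfection against uptake. The 46 transcripts of MutuDC transfection became 0 without each library in turn (range 0 to 0), where a lone library is assumed to vary like the other groups. For the differences between lines, no filter gave 198 for transfection and 174 for uptake, DESeq2 gave 644 and 362, and leaving out libraries gave 52 to 146 and 39 to 137. With replicate number as a replicate block, MutuDC transfection gave 0 (edgeR, 2017 at an unadjusted p under 0.05), the differences between lines 15 and 1, and circRNA guides 102. Replicate numbers did not establish pairing (correlation of replicate deviations 0.063, -0.007 and 0.001 across guides of the circRNA, mRNA and IONP-only screens, and -0.029 to 0.031 across transcripts), so the block is not used elsewhere.

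For single guides, DESeq2 gave 30 in the circRNA screen, total count scaling gave 9 in the mRNA screen and 6 in the IONP-only screen, and leaving out libraries gave 12 to 262, 0 to 5 and 0 to 2 in the circRNA, mRNA and IONP-only screens. For genes of the circRNA screen, all guides as background gave 11, the median over guides 136, a count minimum of 200 gave 72, a prior count of 10 gave 85, standardised values 81, equal-count guides left out 21, camera 52 with a preset correlation and 0 with an estimated one (26 at an unadjusted p under 0.05), summed counts 60, and leaving out libraries 0 to 52. Gene counts of the mRNA screen became 0 with a count minimum of 4 and with summed counts, and 0 to 1 without libraries; no gene could be tested without mRNA bound replicate 1 or with a count minimum of 200, which also removed all genes of the IONP-only screen and of the differences between screens. The IONP-only screen gave 1 with camera, 1 with summed counts and 0 to 2 without libraries. The circRNA minus IONP-only difference gave 0 with medians, 0 with a count minimum of 4, 4 with camera, 10 with summed counts, 1 with a count minimum of 4 without IONP-only bound replicate 1, and 1 to 3 without libraries. The circRNA minus mRNA difference gave 0 with medians and with a count minimum of 4, 2 with a prior count of 10, 2 with camera and 0 to 2 without libraries. Bound circRNA against bound mRNA gave 1358 with all guides as background and 548 to 2135 without libraries. By the median over genes 1 list passed. Named genes that turned were Gm10718 (-0.0075 to 1.0545 without circRNA libraries), Gm10720 (-1.11 to 0.47 without circRNA libraries, 0.011 with summed counts), Acadm (-0.13 without IONP-only bound replicate 1) and Trav12n-3 and Trav12d-3 (0.038 with a count minimum of 4 without IONP-only bound replicate 1). Across all named genes, 454 alternative values stayed on their side of the threshold, 144 lost it and 9 passed it. Lists with RNA-seq, and their alternatives, were not run, since transcripts could not be paired with genes. At the depth of the mRNA and IONP-only screens, 0% of simulated genes changed 2-fold were called.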

Other observations

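The standardised test and the test of summed guide counts in the circRNA screen were chosen only after the data were seen. With standardised values 81 genes passed, and with summed counts 60, of which 53 were shared in the same direction (32 enriched in bound cells and 21 depleted). Genes of integrin activation had guides enriched in bound cells in both tests, namely Itgb2 (log2 ratio 0.55 from summed counts), the integrin beta chain of leukocytes, Tln1 (0.35), talin, and Fermt3 (0.71). So did subunits of the vesicle adaptors AP-2, Ap2s1 (0.53), and AP-3, Ap3d1 (0.35) and Ap3m1 (0.32), and the interferon signalling genes Irf9 (0.49) and Stat2 (0.26). The MAP kinase phosphatase gene Dusp4 (0.51) and the GPI anchor synthesis gene Pigh (0.36) were also enriched. Of genes that act in actomyosin contraction, those with guides depleted from bound cells in both tests were Rhoa (-0.33), Rock1 (-0.46), Myh9 (-0.43), Myl6 (-0.58) and the scaffold gene Iqgap1 (-0.56), while Ppp1r12a (0.28), the targeting subunit of myosin phosphatase, was enriched in both. Also depleted were the signalling genes Lyn (-0.40), a Src family kinase, and Inpp5d (-0.35), the lipid phosphatase SHIP-1, and the glucose transporter gene Slc2a1 (-0.29). These groupings were made after the values were seen and were not tested as sets, and the fixed lists nearest to them did not pass, namely Fc and complement receptors and integrins (adjusted p = 0.199), clathrin, dynamin and caveolar endocytosis (adjusted p = 0.216), interferon-stimulated genes (adjusted p = 0.683) and actin, macropinocytosis and phagocytosis (adjusted p = 0.93), while GPI anchor synthesis did (adjusted p = 0.00038). Among interferon-stimulated genes, Stat2 and Xaf1 were enriched with standardised values adjusted over the list alone, while Cxcl10 was depleted (adjusted p = 0.0158).

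Guides against cytosolic ribosomal protein genes were 0.227 to 0.380 times as abundant as control guides in the 12 screen libraries, and those against proteasome genes 0.399 to 0.584 times, in bound and unbound cells alike. The untreated MutuDC libraries carry the cell type macrophage in the labels, while the treated MutuDC libraries carry dendritic cells. Across transcripts, which are not independent replicates, the log values of the untreated MutuDC libraries correlated with those of the treated ones at 0.711 to 0.751, and with each other at 0.754.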
